A study of Mus musculus with 4 samples. Its data were reported in "Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation" (2022).

How the data were processed

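Splenic Treg cells, sorted as CD3+CD4+YFP+, came from Foxp3Cre-YFPSetd2f/f mice (KO) and from littermates with 1 floxed allele, Foxp3Cre-YFPSetd2f/+ (CTRL), all C57BL/6. Setd2 encodes the methyltransferase that places H3K36me3. There were 2 libraries per genotype (CTRL 1, CTRL 2, KO 1 and KO 2), and each was made from cells pooled from 2 mice, with approximately 1000000 cells. RNA was enriched with oligo(dT) and sequenced as 150 bp read pairs.

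The authors mapped the reads to mm10 (GRCm38) with HISAT2, counted them per gene with featureCounts and annotated the genes with annotateMyIDs on the Galaxy server. In their own comparison the authors used edgeR on the counts and kept protein-coding genes with p under 0.05 and a mean FPKM above 5 in either group. The deposited values were FPKM (fragments scaled by gene length and by the library's total), made by the authors, for 24087 genes in 4 libraries. The gene length behind the FPKM, the annotation version, the use of strand and the handling of multi-mapped reads were not stated in the methods read here. The control columns were named WT and a number, and were read as the CTRL libraries with those numbers.

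Of the 24087 genes, 4199 were at 0 in all 4 libraries and 50 gene identifiers were listed more than once. Gene type, position, exon length and GC content came from GENCODE vM21 on GRCm38, which annotated 24021 of the genes. Low FPKM values of a gene stood in whole-number ratios between libraries, which gave the relative depth of the libraries and the least number of reads behind each value. Of the 19888 genes above 0 in any library, 19887 (99.995%) came out as whole multiples. The reads recovered in this way are lower bounds, since a common factor of a gene's 4 counts cannot be seen. They numbered at least 29988267 in CTRL 1, 31909253 in CTRL 2, 32533345 in KO 1 and 32686764 in KO 2. Relative depth ran from 1 in CTRL 1 to 1.08 in KO 2. The precision of a comparison was set by the spread between 2 libraries per group, with a median standard error of 0.087 on the log2 scale.

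KO was compared with CTRL by limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1), with lmFit and eBayes with an intensity trend, over the 11399 genes with FPKM of at least 1 in at least 2 libraries. Tests were two-sided, p was adjusted by Benjamini-Hochberg over all genes tested, and adjusted p under 0.05 was the threshold. All fold changes are on the log2(FPKM + 1) scale, which understates changes of weakly expressed genes. The count test of the study was not used because the deposited values were not counts. Genes named in the text were Setd2, a panel of 27 genes discussed by the study, and the 5 highest and 5 lowest fold changes among genes past the threshold with a mean FPKM above 5 in either group and both KO libraries on one side of both CTRL libraries.

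Lists of genes were tested with camera (limma, inter-gene correlation preset at 0.01, Benjamini-Hochberg over 6 lists). They were the colonic and splenic Treg signatures and the ST2+ Treg signature and 1 signature left unnamed, all from other mice, and the genes the study lists as higher or lower in intestinal KO Treg cells, from other libraries. The ST2+ and the unnamed signature were used whole, whereas the study tested only their first genes, and both were tested again at that length. A panel gene is not reported here, and both it and the unnamed signature remain in the counts and in the adjustment of p. Older symbols were matched through synonyms. The same test was repeated with an estimated correlation and with fry. Marker lists for B cells, CD8 T cells, myeloid cells, erythroid cells, T cells and Treg cells, and 5 sex-linked genes, served to look for other cells and for the sex of the mice. A list of 94 cell-cycle genes was written after the data had been seen.

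The groups, the test, the filter, the gene lists other than the cell-cycle list, the rule for named genes and 9 of the alternative settings were chosen before the data were examined, as was leaving out each library in turn. These settings were a pseudocount of 0.1, other filters, other scalings, other variance models and the replicate number as a block. Chosen after seeing the data were limma-voom on the recovered reads, the removal of each library's trend with exon length, the same removal for GC content, and the shortening of both signatures.

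The procedure was tested on simulated data, with reads drawn for the real genes at the real depths and 200 genes changed by 1 on the log2 scale in each of 20 simulations. On average 95.9% of the changed genes tested were called. An average of 10.4% of the calls fell in unchanged genes, which is above the 5% that the threshold is set for. With no gene changed, an average of 8.25 genes were called. A list shifted by 0.2 had a camera p under 0.05 in 20 of 20 simulations and an unshifted list in 0 of 20. Genes were drawn independently, with a coefficient of variation of 0.1 for every gene. The simulations therefore do not show how camera behaves when the genes of a list vary together. The fitted fold changes averaged 0.894 times those drawn. Computations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.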

Results

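RNA-seq was performed on splenic Treg cells of Foxp3Cre-YFPSetd2f/f mice (KO) and Foxp3Cre-YFPSetd2f/+ littermates (CTRL), with 2 libraries per genotype. Summed FPKM was 467901 in CTRL 1, 465594 in CTRL 2, 469930 in KO 1 and 472830 in KO 2. The reads behind these values numbered at least 29988267 in CTRL 1, 31909253 in CTRL 2, 32533345 in KO 1 and 32686764 in KO 2. CTRL 1 had 19100 genes above 0, CTRL 2 15913, KO 1 16410 and KO 2 16180. The 10 most abundant genes took 9.20% of the summed FPKM in CTRL 1, 8.68% in CTRL 2, 8.29% in KO 1 and 8.12% in KO 2. Over the 11399 genes tested, the first principal component separated KO from CTRL libraries and held 57.8% of the variance. The second held 28.3%. Pearson correlations of log2 values across genes, which are not independent replicates, were 0.990 between the CTRL libraries, 0.989 between the KO libraries and 0.976 to 0.983 between libraries of different genotype.

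The targeted gene was examined first. Setd2 (ENSMUSG00000044791, chromosome 9, 110532597 to 110618633, GRCm38) was at 23.4 and 25.3 FPKM in CTRL 1 and CTRL 2 and at 21.3 and 19.5 FPKM in KO 1 and KO 2. Its mean was 24.3 ± 1.37 FPKM (SD, n = 2) in CTRL and 20.4 ± 1.24 FPKM (SD, n = 2) in KO. Both KO libraries lay below both CTRL libraries, the direction the labels give, and the log2 fold change was -0.24 (standard error 0.076). The adjusted p was 0.0970, so the difference did not pass the threshold. In the alternative fits that gave a test, the adjusted p ranged from 0.058 with limma-voom on recovered reads to 0.236 with the exon length trend removed. These values cover the whole gene, the CTRL mice carry a floxed allele themselves, and reads over the floxed exons were not analysed here. For splenic KO Treg cells the study reported loss of Setd2 protein by flow cytometry and a strong fall of H3K36me3 by western blot.

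To find the genes that depend on Setd2 in splenic Treg cells, KO and CTRL were compared genome-wide. Of the 11399 genes tested, 581 were higher and 530 lower in KO at adjusted p under 0.05 (limma, Benjamini-Hochberg). At unadjusted p under 0.05 there were 1855 higher and 2099 lower genes. All 1111 genes past the threshold had both KO libraries on one side of both CTRL libraries. With 2 libraries per group, a gene whose groups overlap could not pass in this fit, so this adds no evidence. Among all genes tested, 7349 (64.5%) were arranged in this way, against 33.33% by chance. Most changes were small. The median log2 fold change was 0.50 for the higher genes and -0.49 for the lower genes, and 60 genes (41 higher, 19 lower) changed by at least 1 in size. The smallest adjusted p was 0.0232. The filter on low values moved these counts most. With all 19888 genes above 0 in any library tested, 0 genes passed the threshold in either direction, although 2212 higher and 2251 lower genes had an unadjusted p under 0.05. The scaling of the libraries changed the balance of directions, and 58.1% of the calls were higher in KO after median-ratio scaling and 47.1% after scaling each library to the same sum, compared with 52.3% for the deposited scaling.

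**Figure D1:**
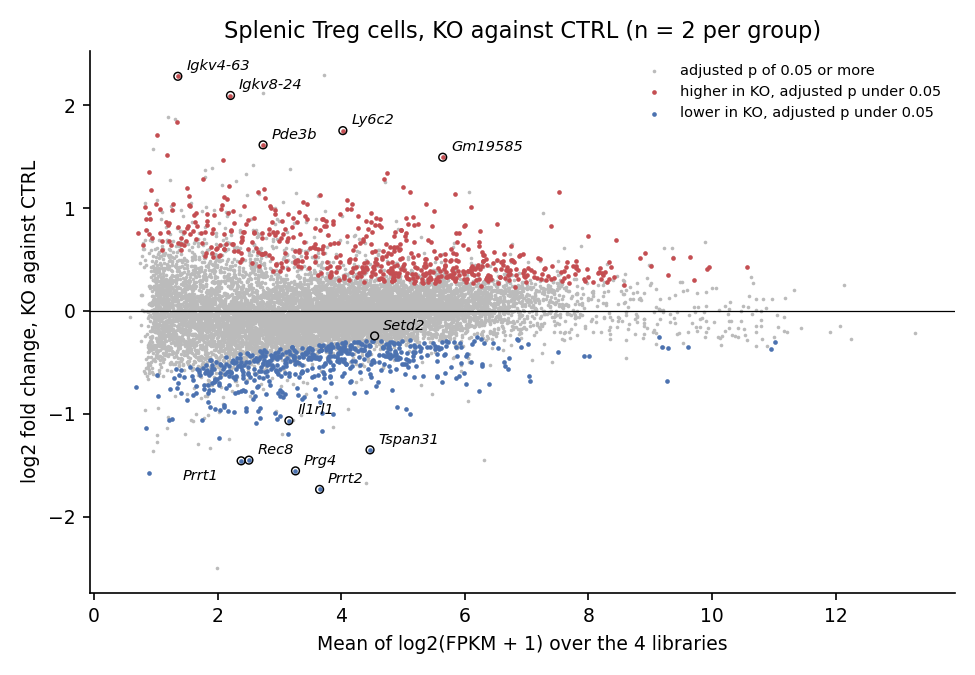
Log2 fold change of KO against CTRL on the log2(FPKM + 1) scale (y axis) against the mean log2(FPKM + 1) over the 4 libraries (x axis), one point per gene tested, with genes past the threshold in color. Among the 11399 genes, the 581 higher and 530 lower genes lie on either side of 0 at weak and strong expression, and 60 of them changed by at least 1 in size.

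The 5 genes with the highest fold changes by the rule for named genes included 2 immunoglobulin segments. Igkv4-63 (chromosome 6, 69377944 to 69378472) was at 0.346 FPKM in CTRL 1, was listed at 0 in CTRL 2, and was at 2.66 and 7.69 FPKM in KO 1 and KO 2, with a log2 fold change of 2.28 (standard error 0.43). Igkv8-24 (chromosome 6, 70216858 to 70217421) rose from 1.27 ± 0.57 to 8.99 ± 4.19 FPKM (SD, n = 2 per group), a log2 fold change of 2.09. Immunoglobulin genes also differed between replicates of a genotype, by a median of 1.10 on the log2 scale between KO 1 and KO 2. Ly6c2 (chromosome 15, 75108158 to 75111970) rose from 8.02 ± 2.32 to 29.2 ± 5.58 FPKM (log2 fold change 1.75, adjusted p 0.0346). Pde3b (chromosome 7, 114415281 to 114539251) rose from 2.81 ± 0.20 to 10.6 ± 0.46 FPKM (log2 fold change 1.61, adjusted p 0.0237). The noncoding Gm19585 (chromosome 17, 51986415 to 52163976) was at 32.9 and 25.1 FPKM in CTRL and at 84.9 and 80.8 FPKM in KO (log2 fold change 1.49, adjusted p 0.0299).

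Among the 5 lowest genes, Prrt2 (chromosome 7, 127017531 to 127021211) fell from 21.9 ± 1.46 to 5.88 ± 0.08 FPKM, with a log2 fold change of -1.73 (standard error 0.077). Of its transcript sequence, 94.5% of stretches of 100 bases also occur in another gene and its body overlaps Pagr1a, so the counting could split its reads with another gene and its value is uncertain. Tspan31 (chromosome 10, 127067280 to 127070264) fell from 34.3 ± 1.56 to 12.8 ± 0.04 FPKM (log2 fold change -1.35, adjusted p 0.0232). It overlaps Cdk4 on the other strand. Prg4 (chromosome 1, 150449412 to 150466165) fell from 15.4 ± 1.28 to 4.62 ± 0.81 FPKM (log2 fold change -1.55, adjusted p 0.0299) and overlaps Tpr on the other strand. Whether the counting used strand was not stated, so both values are uncertain for the same reason. Prrt1 and Rec8, with no overlapping gene in the file, had log2 fold changes of -1.46 and -1.45 with adjusted p of 0.0351 and 0.0422. Igkv4-63 and Rec8 were no longer past the threshold without the variance trend or with robust eBayes.

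A panel of 27 genes that the study discusses in Treg cells was then read. Of these, 24 were tested, and Il17a, Il17f and Il23r were below the filter, with at most 0.629 FPKM in any library. Adjusted over all genes tested, 7 passed the threshold, and adjusted over the list alone, 10 did. Since the study chose Il1rl1, Myc, Cxcr3, Icos and Gpr15 partly on these libraries, the count over the list alone is not independent evidence. Il1rl1, which encodes ST2 (chromosome 1, 40429570 to 40465415), fell from 11.9 ± 1.03 to 5.23 ± 1.44 FPKM (SD, n = 2 per group), with a log2 fold change of -1.07 (standard error 0.17) and an adjusted p of 0.0379. Myc (chromosome 15, 61985391 to 61990374) fell from 65.1 ± 0.34 to 44.5 ± 4.5 FPKM (log2 fold change -0.54, adjusted p 0.0355). Txnl4b had a log2 fold change of -0.93. Icos (chromosome 1, 60977927 to 61000320) rose from 85.6 ± 7.60 to 132.8 ± 4.47 FPKM (log2 fold change 0.63, adjusted p 0.0346), and Cxcr3 (chromosome X, 101731535 to 101734269) from 65.7 ± 4.80 to 92.4 ± 4.58 FPKM (log2 fold change 0.49, adjusted p 0.0371). Mki67 and Nrp1 rose by 0.67 and 0.41 on the log2 scale. Ccr8, Cxcr6 and Gpr15, which rose by 0.62, 1.25 and 0.34, passed over the list alone only, with adjusted p of 0.0233, 0.0153 and 0.0398. Over all genes tested their adjusted p was 0.0615, 0.0509 and 0.0805. Some other settings took Ccr8 and Cxcr6 past the threshold over all genes tested. For both these were the filter on mean FPKM above 5, the replicate number as a block and limma-voom. Cxcr6 also passed with median-ratio scaling, quantile normalization and the GC trend removed. Under the remaining settings neither passed. Cxcr6 overlaps Fyco1 and Gpr15 overlaps Cpox, each on the other strand, and Nrp1 overlaps Mir1903 on the same strand.

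No difference was detectable with 2 libraries per group for Gata3 (log2 fold change 0.12, adjusted p 0.457), Ctla4 (0.12, adjusted p 0.470), Tnfrsf18, which encodes GITR (0.097, adjusted p 0.436), Foxp3 (-0.17, adjusted p 0.238) or Areg (0.46, adjusted p 0.307). The direction was not stable for Gata3 and Tnfrsf18, which changed sign without CTRL 1, and for Ctla4, which changed sign without KO 1. Tnfrsf18 also changed sign under quantile normalization, to -0.027. Foxp3 overlaps Ccdc22 and Ppp1r3f on the other strand and Flicr on the same strand, and Gata3 overlaps 9230102O04Rik on the same strand. The values of Foxp3 and Gata3 are therefore uncertain too, since the counting could split their reads with another gene. The fold change of Areg rested on KO 1, and was 0.053 without KO 1 and 0.88 without KO 2, and its adjusted p was 0.0489 with the replicate number as a block. The number of panel genes past the threshold over all genes tested fell to 0 with all genes above 0 tested and to 4 without the variance trend, and rose to 11 with the replicate number as a block.

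**Figure D2:**
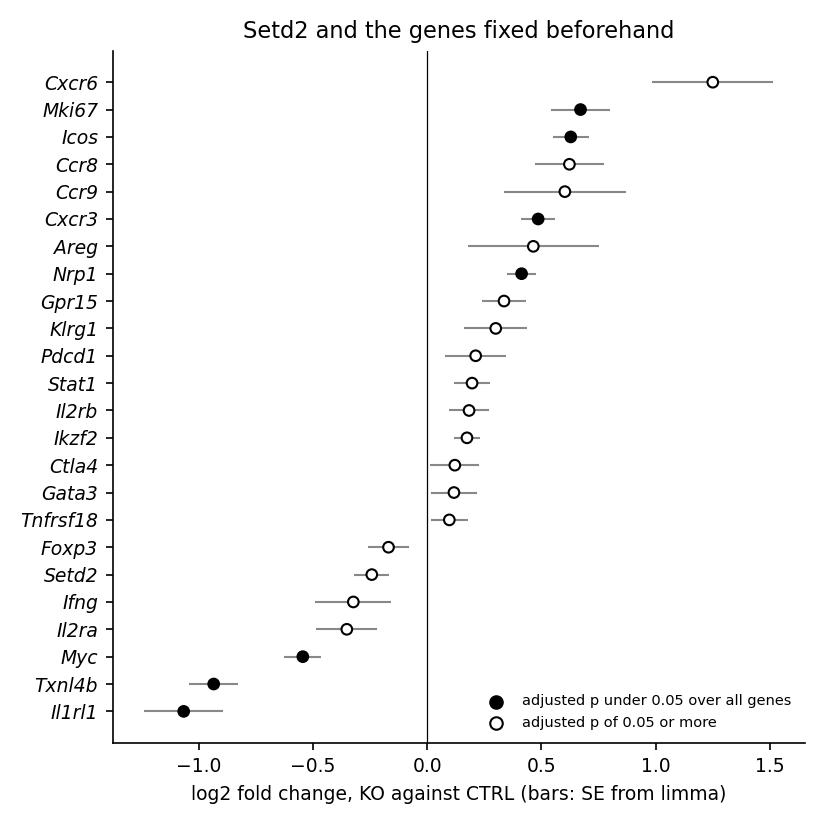
Log2 fold change of KO against CTRL on the log2(FPKM + 1) scale (x axis) for Setd2 and the panel genes tested and shown (y axis), with bars for the standard error from limma and filled points for an adjusted p under 0.05 over all genes tested. The filled points run from Il1rl1 at -1.07 to Mki67 at 0.67, and Cxcr6, at 1.25 with a wide bar, is open.

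By the criteria of the study (unadjusted p under 0.05, protein-coding, mean FPKM above 5 in either group) applied to the limma fit, 1487 genes were higher and 1562 lower in KO, out of 8271 genes that could pass. The genes the study lists for intestinal KO Treg cells were then looked up, to ask whether the same genes changed in both organs. Of 623 genes higher in the intestine that could pass here, 303 were higher here, compared with 112.01 by chance (odds ratio 5.17, two-sided Fisher's exact p 2.69e-75), and 27 were lower. Of 498 genes lower in the intestine, 44.6% were lower here, compared with 94.05 genes by chance (odds ratio 3.86, two-sided Fisher's exact p 3.33e-42), and 29 were higher. These tests treat genes as independent and the libraries as given. Across the alternatives the count shared in the higher direction ranged from 275 to 336.

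The lists were also read as a whole, to see in which direction the programs of Treg subsets moved. The median log2 fold change was 0.21 for the 377 colonic Treg signature genes tested (51 past the threshold higher, 5 lower, camera adjusted p 3.51e-09) and -0.15 for the splenic Treg signature genes (10 higher, 63 lower, 6.53e-07). It was 0.077 for the 409 ST2+ Treg signature genes (43 higher, 8 lower, 0.00073), although Il1rl1 itself was lower. This list was used whole, and the study tested a shorter one, in intestinal rather than splenic Treg cells. There it reported the opposite direction, less enrichment in KO, with lower Il1rl1, Areg and Ccr8. With the list shortened to that length, chosen after seeing the data, the median was 0.20 over 81 genes (12 higher, 2 lower, 0.000486, and 0.189 under fry). The genes listed as higher in the intestine had a median of 0.20 over 678 genes (77.1% of them above 0, 1.12e-16), and those listed as lower had a median of -0.18 over 545 genes (22.4% of them above 0, 1.55e-10). None of the calls of the 6 lists held under fry, with adjusted p from 0.068 to 0.373, or with an estimated correlation, with adjusted p from 0.409 to 0.430, although the unadjusted camera p with the preset correlation was under 0.05 for each. The libraries contributed unevenly. Without KO 1 the median of the colonic signature was 0.11 and that of the splenic signature -0.092. The ST2+ median was 0.14 without CTRL 1, 0.045 without CTRL 2, 0.031 without KO 1 and 0.19 without KO 2. For the ST2+ signature, CTRL 1 and KO 2 had nearly the same median deviation, -0.0039 and -0.0076.

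**Figure D3:**
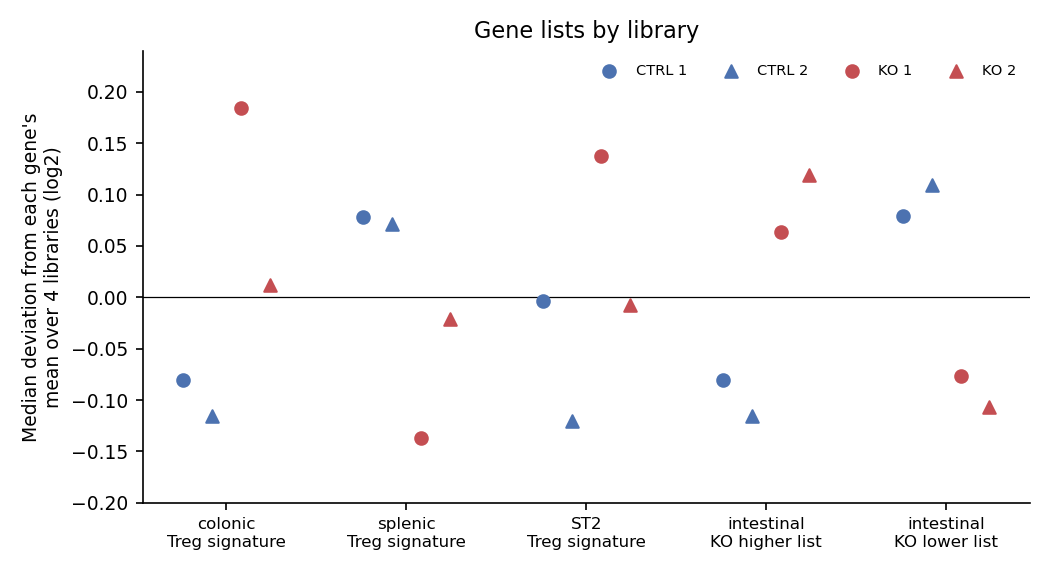
Median deviation of each list's genes from their mean over the 4 libraries, in log2(FPKM + 1) units (y axis), by list (x axis), with circles for replicate 1 and triangles for replicate 2 of CTRL (blue) and KO (red). For the intestinal lists both KO libraries lie apart from both CTRL libraries, whereas for the ST2+ signature CTRL 1 (-0.0039) and KO 2 (-0.0076) nearly coincide.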

Values the study reported

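The study reported 249 genes that rose and 172 genes that fell upon loss of Setd2 in both splenic and intestinal Treg cells. It named Il1rl1 and Myc among the genes that fell and Cxcr3, Icos and Gpr15 among those that rose, and it saw neither a change of GITR nor a reduction of CTLA-4.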

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

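The fold changes of the named genes, the counts of genes past a threshold and the medians of the lists were computed again under 9 settings fixed in advance and 3 chosen after seeing the data. For the panel count over all genes tested and both counts shared with the intestine, all of these reruns were added after seeing the data. Txnl4b was not among the genes tested with a mean FPKM above 5, and the odds ratios were not computed again. Both signatures that were longer than in the study were also shortened, which was chosen after as well. The filter on low values decided the genome-wide calls. With all 19888 genes above 0 in any library tested, 0 higher and 0 lower genes passed the threshold and 0 panel genes did over all genes tested, while 2212 higher and 2251 lower genes had an unadjusted p under 0.05. That setting adds weakly expressed genes both to the correction and to the variance trend. The longer correction alone cannot account for the loss of all calls. Going from 11399 to 19888 genes, it would leave the smallest adjusted p, 0.0232, under 0.05. Prrt2 and Tspan31, which had that value, had an adjusted p of 0.0833 in that setting at the same fold changes. Their unadjusted p therefore rose, which argues that the variance estimates took part. Without the variance trend, 315 genes were higher, 364 were lower and 4 panel genes passed over all genes tested, and the cause was not tested. limma-voom on recovered reads, chosen after seeing the data, called 868 higher and 1027 lower genes, and removal of the exon length trend, also chosen after, 515 higher and 321 lower genes. That removal took out the trend by which longer genes were lower in KO. Under the other 7 settings without a block, from 524 to 744 genes were higher and from 475 to 753 lower. The share of higher calls was 58.1% after median-ratio scaling, 47.1% after scaling each library to the same sum and 52.2% after quantile normalization, compared with 52.3% for the deposited scaling.

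The replicate numbers pair the samples by number only, since the labels tie no number to a litter or a day. With the replicate number as a block, 968 genes were higher and 805 lower and 11 panel genes passed over all genes tested. Deviations of the same-numbered libraries from their group means had a Pearson correlation of 0.342 and a Spearman correlation of 0.055 across genes, and the second principal component separated replicate 1 from replicate 2 in both groups. The 11 panel genes included Areg, Ccr8, Cxcr6 and Il2ra, which did not pass over all genes tested in the same fit without the block. Ccr8 and Cxcr6 also passed under some other settings without a block. Adjusted over the list alone, 15 panel genes passed with the block, compared with 10 without it.

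The medians of the lists kept their direction under each setting, and camera with the preset correlation kept each of the 6 calls under all settings of the fit. The calls did not hold with other set tests. With the correlation estimated, the adjusted p was 0.409 for the colonic (median 0.21), intestinal higher (0.20) and intestinal lower (-0.18) lists and 0.430 for the splenic (-0.15) and ST2+ (0.077) lists. With fry it was 0.158 for the colonic and splenic lists, 0.373 for the ST2+ list, 0.0835 for the intestinal higher list and 0.068 for the intestinal lower list. Both tests let the genes of a list vary together between libraries, and 2 libraries per group leave them few degrees of freedom. Across the 4 fits that each left out one library, the median ranged from 0.11 to 0.30 for the colonic list, from -0.22 to -0.092 for the splenic list, from 0.031 to 0.19 for the ST2+ list, from 0.16 to 0.21 for the intestinal higher list and from -0.20 to -0.16 for the intestinal lower list. For the signature left unnamed (median 0.059) the adjusted p was 0.409 with the correlation estimated and 0.158 with fry, and its median ranged from 0.030 without CTRL 2 to 0.078 without CTRL 1. With these lists at the length the study tested, the medians were 0.11 for the unnamed signature and 0.20 for the ST2+ signature. The ST2+ median fell to 0.0015 with all genes above 0 tested.

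Setd2 stayed lower in KO and short of the threshold under every setting, and without one library its log2 fold change ranged from -0.30 to -0.18. Of the other named genes, Tnfrsf18 reversed under quantile normalization, to -0.027, and the cause was not tested. The other changes among the named genes kept the direction. In 24 cases a gene no longer passed the threshold (17 with all genes above 0 tested, 5 without the variance trend, 2 with robust eBayes) and in 12 it newly passed. The counts by the criteria of the study and the counts shared with the intestine stayed within 1.5 times under each setting, as did the number of panel genes adjusted over the list alone. Expression below the filter left Il17a, Il17f and Il23r untested.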

Other observations

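Chosen only after the results were seen were all the tests on zinc-finger genes, cell-cycle genes, immunoglobulin genes, the ST2+ signature, neighbouring genes, run-on from upstream genes and genes above 0 in CTRL 1, and, for the calls between KO and CTRL, the tests of GC content, of the length trend removed and of other cell types by replicate differences.

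The calls between KO and CTRL were first set against technical explanations. Of 360 X-linked genes tested, 9.72% were called, compared with 9.75% of autosomal genes, and of 5 sex-linked genes tested (Xist and 4 Y-linked genes) 0 were called, which argues against the sex composition of the pools. Xist was at 29.1, 37.3, 23.4 and 23.3 FPKM in CTRL 1, CTRL 2, KO 1 and KO 2, with an adjusted p of 0.0664, and the Y-linked Eif2s3y at 40.6, 23.4, 23.8 and 29.1 FPKM, so each library held RNA of both sexes. Within 15 Mb of Setd2, 20 of 215 genes tested (9.30%) were called, compared with 9.76% elsewhere, which argues against DNA flanking the floxed allele. Under 3 other scalings at least 1003 genes passed the threshold, and the median log2 fold change of all genes moved by at most 0.017. Of the 1111 called genes, at least 840 were called again under each of these scalings, the fewest after quantile normalization. The share of the 10 most abundant genes would shift all others by 0.012 on the log2 scale. Neither accounts for most of the calls.

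Gene length and GC content went with the fold changes. Longer genes were lower in KO (Spearman correlation of fold change with exon length across genes -0.18, and -0.091 between the CTRL libraries and 0.028 between the KO libraries), and genes richer in GC were higher (0.23, and -0.31 and 0.071 between replicates). The median exon length was 2946 bases for genes called higher, 4280 for genes not called and 5077 for genes called lower, the pattern that length would give as a cause. After removal of the length trend, 68.6% of the 1111 called genes were still called, and after removal of the GC trend 83.8% were. Removal of the GC trend gave more calls in all, with 696 higher and 503 lower genes. Neither trend alone accounts for all of the calls. Whether the trends come from the libraries or from the loss of Setd2 was not decided by these tests.

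Other cell types were measured by marker lists fixed in advance. The median log2 fold change in KO was 0.23 for 10 B cell markers, 0.11 for 5 CD8 T cell markers, 0.010 for 10 myeloid markers, 0.077 for 6 erythroid markers, -0.026 for 8 T cell markers and 0.069 for 10 Treg markers. Between CTRL 1 and CTRL 2 the B cell, myeloid and erythroid medians differed by 0.60, 0.63 and 0.41, and between KO 1 and KO 2 by 1.09, 0.94 and 0.39, so replicate 1 held more of these transcripts in both groups. Of the B cell markers, Ighm was at 892.5, 637.2, 1238 and 1162 FPKM and Igkc at 819.6, 342.4, 1323 and 493.4 FPKM in CTRL 1, CTRL 2, KO 1 and KO 2, so Ighm hardly differed between the KO libraries. Of the 22 B cell, myeloid and erythroid markers tested, 0 were called, and the replicate difference went with 1.33% of the variance of the fold changes across genes. The limit of 5% for that share was set after the marker values had been seen. This argues against these cell types as the cause of most calls. Among the other lists the called markers were Gzmk for CD8 T cells and Nrp1 and Capg for Treg cells, all higher. Nrp1 is also in the panel.

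Immunoglobulin genes had a median log2 fold change of 0.40 over 114 genes tested, with 9 called higher and 2 lower. Their median was 0.39 to 0.42 under 3 other scalings. They differed by 0.87 between CTRL 1 and CTRL 2 and by 1.10 between KO 1 and KO 2. All 10 B cell markers had a fold change above 0, with a median of 0.23, less than they differed between replicates. Their summed FPKM was 2042.0 and 1198.1 in CTRL 1 and CTRL 2 and 3042.3 and 1910.3 in KO 1 and KO 2. Ighm, with both KO libraries above both CTRL libraries, rose by 0.67 (adjusted p 0.0629), and Igkc by 0.61 (adjusted p 0.518). These values go with a larger share of B cells in KO. A larger share of B cells in the KO pools may account for the higher median of the immunoglobulin genes, but this cannot be told apart from chance differences between the 4 pools, since the immunoglobulin and B cell medians differed by more between replicates of a genotype than between genotypes and 0 of the B cell markers tested were called. Igkv4-63 does not follow the B cell markers, since it was at 2.66 FPKM in KO 1 and 7.69 FPKM in KO 2, whereas the markers were higher in KO 1, and its fold change of 2.28 is above those of Ighm and Igkc. What raised single segments was not tested.

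Zinc-finger genes (symbols that start with Zfp, Zkscan, Zscan, Zik or Znf and a number) were lower in KO. They were picked from 12 families defined by name, of which snoRNA genes (median -0.35 over 68 genes) were lower still and ribosomal protein genes (-0.16 over 103) and T cell receptor segments (-0.15) also lay below 0. These medians stayed negative under the 3 other scalings. Of 295 zinc-finger genes tested, 249 were lower, 45 were called lower and 1 higher, and the median was -0.26, compared with -0.022 for all genes tested. The median deviation from the mean of the 4 libraries was 0.15 and 0.12 in CTRL 1 and CTRL 2 and -0.16 and -0.093 in KO 1 and KO 2. Of 10000 random lists matched on exon length and mean level, 0 had as low a median and the lowest was -0.12. Of 10000 lists matched on GC content and mean level, 0 had as low a median and the lowest was -0.14. Relative to all genes the median was at least as low as -0.20 under 3 other scalings, and it was negative under each of them. After removal of the GC trend the median was -0.179, and -0.182 relative to all genes, compared with -0.238 relative to all genes without that removal. The zinc-finger genes with at most 1% of their transcript sequence shared with another gene had a median of -0.23, and the 63 others -0.37. None of these technical explanations accounts for the whole shift, though shared sequence and GC content may each add to it. A lower level of zinc-finger transcripts upon loss of Setd2 is left as a hypothesis, found and tested on the same 4 libraries, and the matched lists treat genes as independent.

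Cell-cycle genes were higher in KO. The list of 94 genes was written after such genes had been seen among the calls, and 87 were higher, 39 of them called and 1 called lower. The median was 0.54, and 0.53 to 0.62 across the alternatives. It differed by 0.25 between CTRL 1 and CTRL 2 and by -0.0006 between KO 1 and KO 2. If cells that follow the medians of the B cell, myeloid and erythroid markers had brought these transcripts, KO 1 would lie above KO 2. It did so by 1.09 for the B cell markers. Ighm, at 892.5, 637.2, 1238 and 1162 FPKM in CTRL 1, CTRL 2, KO 1 and KO 2, hardly differed between the KO libraries. Cells that follow Ighm are therefore not excluded. Proliferating T cells of another kind were not tested. Relative to all genes the median was at least 0.54 under 3 other scalings. More cycling Treg cells in the KO pools may be the reason, which in these data is a hypothesis that rests on 2 pools per genotype. By Ki67 staining the study reported more proliferation of splenic Treg cells in PBS-treated KO mice, possibly from the proinflammatory environment. In mixed bone marrow chimeras it reported similar Ki67+ shares for both genotypes.

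The ST2+ signature rose slightly although Il1rl1 fell. Without the 54 genes it shares with the colonic signature its median was 0.038 over 355 genes, and without 6 cell-cycle genes it was 0.073 over 403 genes. In each case 0 of 10000 random lists matched on mean level had as high a median. The median thus stayed above 0 without the shared genes. The random lists treat genes as independent, and the whole list did not pass with fry (adjusted p 0.373) or with camera and an estimated correlation (0.430). Whether the remaining rise exceeds the variation between libraries was therefore not decided. CTRL 1 and KO 2 hardly differed on this list and the median without KO 1 was 0.031, so the shift may come from KO 1 and CTRL 2. With the list at the shorter length, which the study tested in intestinal Treg cells, the median here was 0.20, and 0.060 without KO 1. KO 1 thus carried much of the rise of the shorter list too.

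Neighbouring genes were called in the same direction more often than shuffled calls gave. This was found after called genes had been scanned by chromosome and in windows along them. There were 93 adjacent pairs, compared with a median of 52 and a highest of 78 in 10000 shuffles, and 26 pairs called in opposite directions, compared with a median of 52. Without overlapping genes there were 82 pairs (0 of 10000 shuffles as high), without pairs of one gene family 77 (1 of 10000), and without both 67 (4 of 10000). With calls made after removal of the GC trend there were 83 pairs, compared with a median of 63 (59 of 10000 as high), and after removal of the length trend 51, compared with a median of 31 (4 of 10000). Any count reached in under 5% of shuffles was read as an excess, a limit set after the counts were seen. Overlaps, families and GC content may each account for part of the excess but not for all of it. Regulation of whole regions was not tested.

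Genes higher in KO were examined for transcription that runs on from a gene upstream. Of these genes, 12.2% had a gene on the same strand that ended within 5 kb upstream, compared with 11.3% of genes not called (two-sided Fisher's exact p 0.501) and 16.2% of genes lower in KO. This argues against run-on as the source of the higher genes, as far as annotated ends show it.

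In CTRL 1, 10.1% of the genes in the file (2431) were above 0 while the other 3 libraries were at 0, compared with 0.494% for CTRL 2, 0.868% for KO 1 and 0.623% for KO 2. Their median was 0.036 FPKM in CTRL 1, and 5 of them reached FPKM of 1. Depth goes against an explanation, since CTRL 1 was the shallowest library, with 0.947 of the depth of the next. Of 1464 olfactory and vomeronasal receptor genes, 25% were above 0 in CTRL 1 (366 genes), compared with 41, 59 and 56 genes in CTRL 2, KO 1 and KO 2. Of the 3 marker lists for B cells, myeloid cells and erythroid cells, 0 were highest in CTRL 1. A thin background of DNA or unspliced RNA in CTRL 1 is consistent with the receptor genes, but reads from another source were not excluded and no biological explanation was tested.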
